# Uptake and Function Studies of Maternal Milk-derived MicroRNAs*

**DOI:** 10.1074/jbc.M115.676734

**Published:** 2015-08-03

**Authors:** Alexandra C. Title, Rémy Denzler, Markus Stoffel

**Keywords:** gene expression, intestine, mammary gland, microRNA (miRNA), nutrition, absorption, milk

## Abstract

MicroRNAs (miRNAs) are important regulators of cell-autonomous gene expression that influence many biological processes. They are also released from cells and are present in virtually all body fluids, including blood, urine, saliva, sweat, and milk. The functional role of nutritionally obtained extracellular miRNAs is controversial, and irrefutable demonstration of exogenous miRNA uptake by cells and canonical miRNA function is still lacking. Here we show that miRNAs are present at high levels in the milk of lactating mice. To investigate intestinal uptake of miRNAs in newborn mice, we employed genetic models in which newborn miR-375 and miR-200c/141 knockout mice received milk from wild-type foster mothers. Analysis of the intestinal epithelium, blood, liver, and spleen revealed no evidence for miRNA uptake. miR-375 levels in hepatocytes were at the limit of detection and remained orders of magnitude below the threshold for target gene regulation (between 1000 and 10,000 copies/cell). Furthermore, our study revealed rapid degradation of milk miRNAs in intestinal fluid. Together, our results indicate a nutritional rather than gene-regulatory role of miRNAs in the milk of newborn mice.

## Introduction

MicroRNAs (miRNAs)^2^ comprise an abundant class of non-coding RNAs that are ∼22 nucleotides in length. They can play important regulatory roles in plants, animals, and humans by targeting mRNAs for degradation or translational repression, thereby influencing the output of many protein-coding genes (1). Major functions of miRNAs include helping to maintain a particular differentiation state and to preserve cellular identity in fully developed tissues (2) as well as influencing responses to physiological and pathophysiological stress (3). Additionally, dysregulation of miRNAs has been correlated with various disease states, including metabolic dysfunction and cancer (4, 5). Apart from their cell-autonomous functions, miRNAs are also present in numerous body fluids, including blood, saliva, urine, amniotic fluid, and milk (6). The existence of extracellular miRNAs raises the interesting questions of whether they are released in a regulated fashion and whether circulating miRNAs in mammals act at a distance in intertissue communication (7). Moreover, the concept of miRNA regulation from distant cells within the same organism and, potentially, even from different organisms has led to the question of whether miRNAs from exogenous sources such as food could affect gene expression in human tissues. Although the uptake of nutritionally derived miRNAs was originally demonstrated in 2012 (8), this notion has since been rejected by multiple studies demonstrating that miRNAs originating from dietary sources, crossing the intestinal barrier and regulating gene expression exogenously, is highly unlikely (9–12).

Milk in lactating mothers has been shown to be a particularly rich source of secreted miRNAs. Sequencing and microarray analysis of miRNAs in the milk of various mammalian species has led to the discovery of hundreds of miRNAs in bovine (13–15), porcine (16, 17), rat (18), and human milk (19–22). miRNAs in milk are derived from exosomes and cellular components. The high representation of so-called “immune-related miRNAs” implies that they may play a role in immunity in newborn mammals (14, 15, 17, 18, 22). Furthermore, several studies have suggested that milk miRNAs may survive degradation in the digestive tract because they have been shown to be particularly resistant to harsh treatment such as incubation under acidic conditions and at high temperatures, likely because of their presence in exosomes (14, 15, 17, 22). Therefore, although it may appear as though miRNA transfer from the milk to offspring would contradict the numerous failures to demonstrate the uptake of nutritionally derived miRNAs in adult rodents and humans, it is plausible that same species-derived milk miRNAs encapsulated in exosomes may be taken up in the neonatal period when the intestinal barrier is not fully developed.

Several *in vivo* studies have been performed in an attempt to understand whether milk miRNAs are subject to uptake by offspring. Gu *et al.* (17) have reported that pigs fed only colostrum, as opposed to mature milk, had a higher abundance of colostrum-enriched miRNAs circulating in their serum, inferring that these miRNAs were transferred through the digestive tract of the recipient offspring. A second study (9) reported a dose-dependent increase in plasma miR-29b and miR-200c in human subjects who consumed 0.25–1 liter of milk and suggested target gene regulation in peripheral blood mononuclear cells. Finally, a more recent study has revealed no evidence of miRNA uptake in murine offspring consuming milk overexpressing miR-30b (23). Importantly, all of these studies share an inability to distinguish between endogenous and exogenous copies of the miRNAs in question.

This study was designed to help resolve the issue of whether miRNAs can be taken up from milk and regulate gene expression by canonical miRNA function in tissues of newborn and young mice during the lactation period. To prevent confounding effects of miRNAs that are derived from tissues of suckling offspring, we utilized two different miRNA-deficient mouse strains as a model system, the miR-375 knockout (375KO) mouse and the miR-200c/141 knockout (200cKO) mouse. miR-375 was originally described as pancreas-specific and as an important regulator of insulin secretion and α and β cell mass (24, 25). Subsequently it has also been found to be expressed in a variety of other tissues, to be down-regulated in some cancers (26), and to play a role in immunity (27). miR-200c, a prototypical epithelial miRNA, is a member of the miR-200 family composed of two chromosomal clusters: miR-200a/200b/429 and miR-200c/141 (28). Importantly, both miR-375 and miR-200c have been detected in rat milk whey (18) and have been found to be among the top 10 most expressed miRNAs in porcine milk exosomes (17) and, in the case of miR-200c, in human milk as well (21).

## Experimental Procedures

### 

#### 

##### Animals

375KO and 200cKO mice were generated as described previously on a C57BL/6N background (25, 29). C57BL/6N mice (Janvier) were used for hepatocyte isolation as described below. All animals were kept at 21 °C in a pathogen-free animal facility at the Institute of Molecular Health Sciences at the Eidgenössische Technische Hochschule Zurich on a 12-h light-dark cycle and fed standard laboratory chow and water *ad libitum*.

##### Milk Small RNA Sequencing

Denatured milk was collected from the stomachs of WT offspring aged 2 days (D), 8 days, and 14 days, representing the early, mid, and late stages of lactation, with two replicates each. RNA was extracted, and small RNA sequencing was performed by Fasteris (Geneva, Switzerland). Library preparation consisted of size selection for 18- to 30-nt fragments, followed by 5′ and 3′ adapter ligation and amplification using the TruSeq SBS kit v3 (Illumina). Single reads were then sequenced on an Illumina HiSeq 2500. miRNAs were identified by comparing the first 20 nucleotides of the raw sequence to the known *Mus musculus* miRNA sequences in miRBase (release 20). Relative abundance was calculated as the percentage ratio of “unique miRNA count” over “total miRNA count.” For all analyses, the miRNA abundance of lactation day replicates was averaged. For pairwise comparisons of global miRNA abundance between lactation day samples, miRNAs expressed in only one of the two samples being compared were set as 0% in the non-expressing sample.

##### Experimental Breeding and Tissue Collection

Breedings were set up independently for 375KO and 200cKO strains, following the schematic in Fig. 2*A*. Homozygote breedings were set up to generate WT or KO litters. To generate WT pups receiving KO milk (Group 2) and KO pups receiving WT milk (Group 3), litters were exchanged within 1 day of birth. New pups were wrapped in bedding of the original litter to take up its scent, which was sufficient to induce mothers to care for the new litter. Pups of Groups 1 and 4 (Fig. 2*A*) were left with their respective mothers. At least three litters were produced per pup-genotype/milk-genotype combination to avoid litter-specific effects. Offspring were sacrificed at either D14 or D3 for 375KO breeding and D14 for 200cKO breeding. Blood was collected as described below. Milk was collected from the stomach by incision at the greater curvature and gentle removal of its contents.

##### RNA Extraction and RT-PCR

RNA extraction of tissues (liver and spleen), cells (enterocytes and hepatocytes), and intestinal contents was performed using either TRI Reagent (Sigma) or peqGOLD TriFast (Peqlab) according to the instructions of the manufacturer, with an additional incubation step of 30 min in isopropanol at −20 °C and two washes with 75% EtOH. GlycoBlue coprecipitant (Life Technologies) was used as a carrier.

RNA from milk clots and plasma was isolated using the miRNeasy kit (Qiagen) following the supplementary protocol for purification of RNA from serum or plasma. Samples were spiked with 20 fmol synthetic cel-miR-39 as an internal control for extraction efficiency (adapted from Kroh *et al.* (30)) because of a lack of well established normalization controls for milk or blood. 50 μl of plasma was utilized for D14 pups and 20 μl for D3 pups because of the smaller blood volume collected. Additionally, 240 ng of MS2 RNA (Roche) was added as a carrier. All samples were eluted from the columns in 30 μl of RNase-free water. RNA concentration and purity were measured on a Nanodrop ND-1000 (Thermo Scientific). RNA quality was checked on a Bioanalyzer 2100 (Agilent).

For miRNA quantitative PCR (qPCR), unless stated otherwise, 50 ng of RNA was reverse-transcribed using the TaqMan MicroRNA assay kit (Life Technologies) with primers from miRNA-specific TaqMan small RNA assays (Life Technologies) in a volume of 15 μl (hsa-miR-375, assay 000564; hsa-miR-200a, assay 000502; hsa-miR-200c, assay 002300; hsa-let-7f, assay 000382; hsa-miR-194, assay 000493; hsa-miR-122, assay 002245; cel-miR-39, assay 000200; snoRNA202, assay 001232; hsa-miR-33a, custom assay CS39QON; and hsa-miR-16, assay 000391). qPCR reactions were scaled down to a total volume of 10 μl, with the RT product present in a 1:14 final dilution. qPCR reactions were performed in technical duplicates, the average of which was used for further analysis. Relative miRNA expression was analyzed using the ddCt method, with sno202 as an internal control. For absolute quantification of miRNAs, synthetic miRNAs comprising the mature miRNA sequence (Sigma) were serially diluted in water and used as input for RT-qPCR reactions, generating standard curves against which to compare experimental cycle threshold (Ct) values (mmu-miR-375-3p, 5′-UUUGUUCGUUCGGCUCGCGUGA-3′; mmu-miR-200a-3p, 5′-UAACACUGUCUGGUAACGAUGU-3′; mmu-miR-200c-3p, 5′-UAAUACUGCCGGGUAAUGAUGGA-3′; mmu-let-7f-5p, 5′-UGAGGUAGUAGAUUGUAUAGUU-3′; mmu-miR-194-5p, 5′-UGUAACAGCAACUCCAUGUGGA-3′; mmu-miR-122-5p, 5′-UGGAGUGUGACAAUGGUGUUUG-3′; mmu-miR-33-5p, 5′-GUGCAUUGUAGUUGCAUUGCA-3′; and mmu-miR-16-5p, 5′-UAGCAGCACGUAAAUAUUGGCG-3′). The detection limit of each miRNA assay was designated as the highest Ct value within the linear range of the standard curve generated using serially diluted synthetic miRNAs.

For target gene qPCR, 1 μg of RNA was reverse-transcribed using the high-capacity cDNA reverse transcription kit (Life Technologies). qPCR was performed using 2× KAPA SYBR FAST qPCR Master Mix (Kapa Biosystems) with primers designed to be intron-spanning and gene-specific (*Khsrp*, 5′-GACTCAGGCTGCAAAGTTCA-3′ and 5′-GTGCTCCAGTCAGAGACACG-3′; *Pop4*, 5′-CTTCTGCAGGAGACCAAACA-3′ and 5′-CAATTCAGCTTGGGGATGAC-3′; *Chsy1*, 5′-AACTTTCTCTTCGTGGGAGTCA-3′ and 5′-GGGAATTGTCTTGGACCATGT-3′; *Slc16a2*, 5′-TGAGTATATTCACTGACCGTTTGG-3′ and 5′-TGAAGTAGCGCAGGCTTAGG-3′; *ApoM*, 5′-CCCAGACATGAAAACAGACCT-3′ and 5′-GGGTGTGGTGACCGATTG-3′; and *36b4*, 5′-GCCGTGATGCCCAGGGAAGACA-3′ and 5′-CATCTGCTTGGAGCCCACGTTG-3′). Gene expression was analyzed using the ddCt method with *36b4* as the endogenous control. Reverse transcription reactions were performed on a Mastercycler Gradient (Eppendorf), and qPCR was carried out using a Lightcycler 480 II (Roche).

##### Enterocyte Isolation

Enterocytes were isolated from an upper (jejunum) and lower (ileum) section of the small intestine as well as the colon, as published previously (31), but utilizing a solution of 5 mm EDTA/PBS (Applichem, Gibco) supplemented with Complete protease inhibitor mixture (Roche) and rotation for 1 h at 40 rpm. Cells were disrupted immediately in TRI reagent for subsequent RNA extraction.

##### Blood

Blood was collected using uncoated microhematocrit capillaries (Hirschmann Laborgeräte) in EDTA-containing tubes and centrifuged at 8000 rpm for 10 min to isolate plasma. Following RNA extraction, the protocol proposed by Kroh *et al.* (30) was followed with some modifications. The RT reaction was conducted in 15 μl with a set volume of 2.5 μl of RNA for D14 but 5 μl of RNA for D3 because of the lower input volume of plasma for the D3 RNA extraction. Duplicate qPCR reactions were conducted in a volume of 10 μl with the RT product present in a final dilution of 1:14. Data normalization was performed using cel-miR-39 as described, and normalized Ct values were used for absolute quantification and representation of data as copy number per microliter of plasma.

##### Northern Blotting

14 μg of pooled milk RNA, 40 μg of intestinal content RNA, and 14 μg of mammary tissue RNA (as a positive control) were denatured and separated on a 12% denaturing polyacrylamide gel containing 7.5 m urea (SequaGel, National Diagnostics). Separated RNAs were then transferred onto a Hybond Nx nylon membrane (GE Healthcare Life Sciences) and cross-linked using 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (Thermo Scientific) as detailed by Pall and Hamilton (32). miR-375 and miR-200c probes were designed as the reverse complement of the mature miRNA sequence (Sigma; miR-375, 5′-TCACGCGAGCCGAACGAACAAA-3′; miR-200c, 5′-TCCATCATTACCCGGCAGTATTA-3′), and 20 pmol was labeled with [γ-^32^P]dATP (PerkinElmer Life Sciences) using T4 polynucleotide kinase (New England Biolabs). Membranes were prehybridized at 50 °C under rotation for 1 h and hybridized with the labeled probe overnight (20 mm Na_2_HPO_4_ (pH 7.2), 7% SDS, 25% 20× SSC, 0.02% albumin, 0.02% polyvinylpyrrolidon K30, 0.02% Ficoll 400, and 0.1 mg/ml sonicated salmon sperm), followed by washing twice with buffer 1 (25% 20× SSC, and 5% SDS) and once with buffer 2 (5% 20× SSC, and 1% SDS) and exposure to a phosphorimaging screen. The signal was detected using the FLA-7000 (FujiFilm). ImageJ (National Institutes of Health) was used for density quantification. miR-375 was measured as target of interest and miR-200c as a positive control for RNA loading.

##### miR-375 Overexpression and Absolute Quantification in Hepatocytes

Hepatocytes were isolated as described previously (33), plated, and infected in quadruplicates with a recombinant adenovirus expressing miR-375 (Ad-miR-375) (24) at 7 multiplicities of infection: 0, 1.5, 3, 6, 12.5, 25, and 50. To ensure equal virus titer per sample, an adenovirus expressing AldoA cDNA with a stop codon at amino acid residue 10 and a mutated miR-122 seed (Ad-AldoA Stop Mut) (33) was used to bring the total virus titer up to a multiplicity of infection of 100, therefore excluding any virus-specific effects. For absolute quantification of miR-375 in hepatocytes, non-infected hepatocyte lysates were spiked with serially diluted synthetic miR-375 as well as miR-33 and miR-16 as controls. Assuming a mean RNA content of 73.5 pg/hepatocyte (33), copy numbers per hepatocyte were calculated and related to a miR-375 standard curve prepared in water, allowing an estimate of baseline copy number per hepatocyte. Multiplication of relative miR-375 expression levels in Ad-miR-375-infected hepatocytes by baseline expression generated values of copy numbers per hepatocyte.

##### miR-375 Target Gene Validation in Hepatocytes and Correlation to miR-375 Expression

Potential target genes were selected by cross-referencing hepatocyte mRNA sequencing data with predicted targets from TargetScan (version 6.2). Four target genes were selected (*Khsrp*, *Pop4*, *Chsy1*, and *Slc16a2*), and their relative expression was evaluated by qPCR in Ad-miR-375-infected hepatocytes. *ApoM* was used as negative control and *36b4* as internal control. Data were plotted against miR-375 copy number adjusted for baseline expression, enabling quantitative correlation between miR-375 and target gene levels in hepatocytes. Expression of the four selected target genes was measured in experimental livers, resulting from 375KO pup swaps.

##### Intestinal Contents

Intestinal contents were collected from D14 375KO pups receiving WT milk and KO milk in the following manner. The small intestine was removed and opened longitudinally, and contents were removed gently. Contents were then either utilized in the “milk clot and intestinal content incubation” or were disrupted immediately in TRI Reagent to inhibit RNase activity.

##### Milk Clot and Intestinal Content Incubation

To determine whether milk miRNAs can be degraded by the mouse digestive system, murine digestive conditions were mimicked by incubating the gastric milk of D14 375KO offspring receiving WT milk with the intestinal contents of 375KO offspring receiving 375KO milk (in each case pooled from eight offspring), in this manner eliminating all sources of miR-375 other than the milk itself. Milk clots and intestinal contents were dounced separately in PBS (Gibco) with an adjusted pH of 5.0 to better mimic murine intestinal pH (34). The homogenized milk clot pool was then spiked with 15 μmol of cel-miR-39 and 500 μl of homogenized milk was combined with 50 μl of homogenized intestinal contents in three replicate tubes, which were then shaken at 37 °C. 50-μl aliquots were collected after 1, 2, 5, 10, 30, 60, and 120 min and disrupted immediately in TRI Reagent. A set volume of 2.5 μl of RNA was used per reverse transcription reaction.

##### Statistical Analysis

Data are represented as mean ± S.E. Statistical significance was determined by unpaired Student's *t* test for pairs of data and analysis of variance followed by Tukey post hoc testing for multiple groups. Offspring data were analyzed in two pairs by Student's *t* test: WT pups with WT milk *versus* WT pups with KO milk, and KO pups with WT milk *versus* KO pups with KO milk. Pairwise comparisons of sequencing data were calculated using Spearman's rank-order correlation. Statistical analysis was carried out using GraphPad Prism (version 5.0b) and R.

## Results

### 

#### 

##### Characterization of miRNAs in Murine Milk

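Milk clots are the curdled milk found in the stomach of a suckling pup. RNA from milk clots of WT pups gave 6 small RNA libraries, with 2 replicates for each of days 2, 8 and 14 of lactation. Whether the replicates of a day come from different litters or mothers is not stated, and SDs and tests take them as independent. The authors selected fragments of 18 to 30 nt, sequenced them as single reads, and compared the first 20 nt of each raw read with the mature mouse miRNAs of miRBase release 20. The deposited values are raw read counts per mature miRNA for each library, and a miRNA without a read is not listed. The total miRNA count was 443157 and 349686 in the D2 libraries, 724139 and 2050731 in the D8 libraries, and 1065400 and 399429 in the D14 libraries. Abundance was recalculated as percent of total miRNA count and is given as mean ± SD of the 2 libraries of a day. Changes between days were tested with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 fit of all 6 libraries with day of lactation as the group. This test covered the 282 of 766 listed miRNAs that passed edgeR's filter on low counts, and its p values were adjusted with the Benjamini-Hochberg method. A permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33, so single abundances were tested between days only through this fit. Binomial intervals on shares of counts cover the counting error of reads only and leave out the spread between libraries. The reads carry no molecular identifiers, so that amplified copies are not told apart. Replicates of a day differed by more than counting error, with a chi-square per degree of freedom of 14.11 to 152.2 over miRNAs with at least 10 counts in both.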

To determine which miRNAs are expressed in whole murine milk, small RNAs (18–30 nucleotides) were sequenced in WT milk clots collected from offspring at days (D) 2, 8, and 14 of lactation. 

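Milk clots held a small set of abundant miRNAs and a long list of rare ones. The 23 miRNAs with a mean abundance of at least 1% held 81.5% of the counts of a library on average, and miR-148a-3p ranked first on every day by the mean. At D14 its mean of 13.74% was close to the 13.71% of miR-181a-5p, which had the higher count in D14 replicate 1 (128669 against 128340). The number of miRNAs with at least 1 count was 474 and 436 in the D2 libraries, 469 and 635 in the D8 libraries, and 579 and 443 in the D14 libraries, with a mean of 506 ± 81.5 (SD, n = 6). The 635 miRNAs were found in the library with the highest total count. Across the 6 libraries 766 miRNAs were listed. Of these, 334 were found in every library and held 99.9% of all counts, and 463 were found on all 3 days. Another 167 miRNAs were seen in 1 library only, none of them with more than 4 counts. A single count was seen for 85 and 82 miRNAs in the D2 libraries, and liver-enriched miR-122-5p, with 2 and 7 counts there, ranked 274 of 539. When each library was thinned to 349686 counts, the numbers ranged from 423 to 462, with 450 in the library that held 635 before.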

Analysis and comparison of resulting reads to miRBase (release 20) revealed up to 635 miRNAs expressed in a single milk clot sample, with an average of 506 miRNAs/sample. Interestingly, the miRNA profile for different lactation days was similar, with the same seven miRNAs dominating each lactation day (miR-148a-3p, miR-181a-5p, miR-22-3p, miR-27b-3p, miR-30a-5p, miR-146b-5p, and miR-26a-5p) (Fig. 1, *A–D*).

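The 7 named miRNAs took up most of the milk clot miRNA early in lactation and less of it later. Together they held 60.8% ± 0.384 (SD, n = 2) of the total miRNA count at D2, 54.5% ± 2.15 at D8 and 45.5% ± 6.80 at D14. All 7 were among the 10 most abundant miRNAs of D2 and D8 by the mean of the day, and 6 of them at D14, where miR-146b-5p ranked 13. The share at D14 was 40.7% in replicate 1 and 50.3% in replicate 2. miR-148a-3p fell from D2 to D14, with a log2 fold change of -1.12 (standard error 0.33, adjusted p = 0.049 from edgeR), and was lower in both D14 libraries than in both D2 libraries. miR-181a-5p, 0.13 (standard error 0.32, adjusted p = 0.80 from edgeR), and miR-22-3p, -0.24 (standard error 0.27, adjusted p = 0.60 from edgeR), did not pass the test, and nor did the other 4. The study chose these 7 on the same libraries, so their count is not independent evidence. Adjusted over the list alone, none of the 7 passed, and the list as a whole had adjusted p = 0.15 from limma's camera (0.028 without D14 replicate 2), and from D8 to D14 it passed in 3 of 10 settings.

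Over all tested miRNAs, 5 changed between D2 and D8, 56 between D2 and D14 and 10 between D8 and D14, at an adjusted p under 0.05 from edgeR. From D2 to D14, 37 rose and 19 fell, and from D8 to D14, 8 rose and 2 fell. Log2 fold changes from D2 to D14 are relative to TMM, which moved them by a median of -0.19 against scaling to the total count alone. Leaving out 1 library of a day leaves a single one there and makes the test weaker. A call lost that way does not by itself show that the change rests on the library left out. The call of miR-148a-3p was lost without either D2 library (log2 fold change -1.24 without replicate 1 and -1.16 without replicate 2) and without D14 replicate 1 (-0.83). It was lost narrowly without either D8 library. The same held with RLE scaling, with a replicate block or with only the 4 libraries of both days (adjusted p = 0.059 to 0.071), so that it passed in 5 of 13 settings. From D2 to D14, scaling to the total count alone left 13 rises and 2 falls, and leaving out either D2 library 6 rises and 0 falls (71 and 68 at an unadjusted p under 0.05 in either direction). There were 28 and 27 calls without D8 replicate 1 and 2, and 35 without D14 replicate 1. From D8 to D14, scaling to the total count alone left 5 rises and 0 falls, and there were 2 calls without D8 replicate 1, 1 without D8 replicate 2 and 19 without D14 replicate 2. From D2 to D8, there were 0 or 1 without any 1 of the 4 libraries of those days (23 to 34 at an unadjusted p under 0.05) and 15 without D14 replicate 1. The paper states that the profile was similar between days of lactation, with these miRNAs dominating each day.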

**FIGURE 1.**
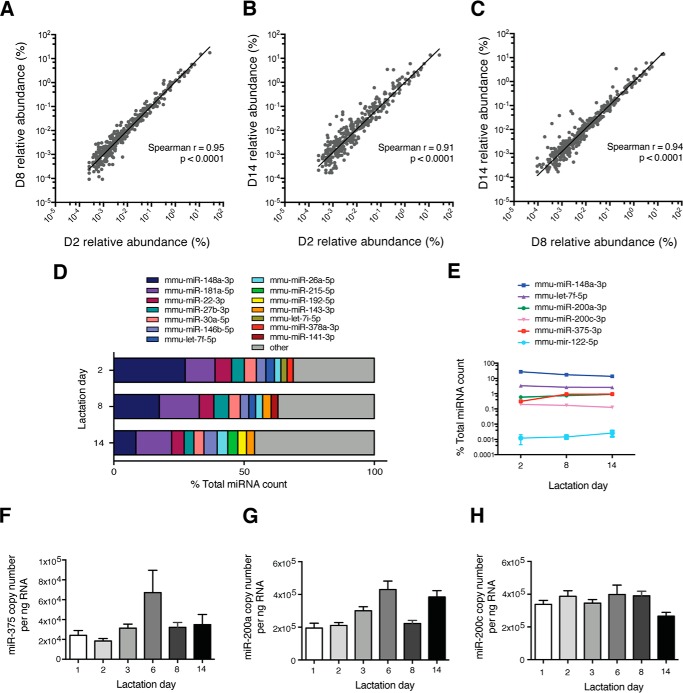
**Characterization of miRNAs in murine milk.** *A–C*, scatter plots depicting the pairwise comparison of global miRNA sequencing profiles in milk at D2, D8, and D14 of lactation (*n* = 2/lactation day): D2 *versus* D8 (*A*), D2 *versus* D14 (*B*), and D8 *versus* D14 (*C*). *D*, the top 10 most highly expressed miRNAs in milk as determined by sequencing per lactation day. *E*, expression profile across lactation days of select miRNAs (*n* = 2). *A–E*, unique miRNAs are expressed as percent of total miRNA count. *F–H*, copy number per nanogram of RNA of miR-375 (*F*), miR-200a (*G)*, and miR-200c (*H*) in WT milk throughout lactation (*n* = 4–6). *E–H*, results are represented as mean ± S.E.

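Correlations between days of lactation overlapped with those between replicates of 1 day and were on the whole somewhat lower. Across miRNAs, the Spearman correlation of the mean percent of total miRNA count was 0.892 between D2 and D8, 0.858 between D2 and D14, and 0.885 between D8 and D14. These values cover 702, 676 and 736 miRNAs, of which 497, 475 and 536 were seen on both days, and the rest were set to 0% on the day without them, as the paper's methods state. Single libraries of the same day had correlations of 0.884 to 0.918 (3 pairs), and single libraries of different days 0.842 to 0.898 (12 pairs). Among miRNAs with at least 10 counts, the ranges were 0.952 to 0.982 within a day and 0.909 to 0.968 between days. miRNAs are not independent replicates, and no p is given. miRNAs that lie off the common trend include miR-215-5p, at 0.187% ± 0.157 (SD, n = 2) on D2 and 3.46% ± 0.0146 on D14, and miR-184-3p, at 0.00142% ± 0.000415 and 0.0383% ± 0.000989. In the test across miRNAs, miR-215-5p rose by a log2 fold change of 4.06 (standard error 0.60, adjusted p = 0.0070 from edgeR) and miR-184-3p by 4.60 (standard error 0.42, adjusted p = 5.4e-04 from edgeR). The share of miR-184-3p at D2 rests on 5 and 6 counts. Setting miRNAs of a single day to 0% lowers the correlations, which were 0.955, 0.922 and 0.949 without them.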

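miR-148a-3p and miR-181a-5p were the most abundant miRNAs on each day. miR-148a-3p is transcribed from a single annotated hairpin on chromosome 6 of GRCm38, from 51269812 to 51269910 on the minus strand. miR-181a-5p comes from 2 annotated hairpins, on chromosomes 1 and 2, and held 11.5% ± 0.272 (SD, n = 2) of the count at D2, 15.4% ± 0.323 at D8 and 13.7% ± 2.31 at D14. Below them, miR-22-3p held 6.38%, 5.57% and 5.98%, and miR-27b-3p 5.73% at D8 and 4.05% at D14. miR-143-3p, a miRNA of smooth muscle and mesenchymal cells, ranked 13 at D2 with 1.67% ± 0.107 and 4 at D14 with 5.95% ± 2.57. Its replicates at D14 were 7.77% and 4.13%. miR-192-5p, a miRNA enriched in intestinal epithelium, liver and kidney, held 3.33% ± 1.27 at D14 and ranked 8 there, below the related miR-215-5p at rank 6. The 10 most abundant miRNAs of each day held 68.9% ± 0.528 at D2, 63.0% ± 2.55 at D8 and 58.9% ± 2.17 at D14. The 7 miRNAs in this group on every day were miR-148a-3p, miR-181a-5p, miR-22-3p, miR-27b-3p, miR-30a-5p, miR-26a-5p and let-7f-5p.

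Of the 14 miRNAs shown in Fig. 1D, 3 rose and 1 fell from D2 to D14 in the edgeR test, and the same numbers passed when adjusted over the list alone. The 3 that rose were miR-143-3p (log2 fold change 1.62, standard error 0.29, adjusted p = 0.013 from edgeR), miR-192-5p (3.10, standard error 0.36, adjusted p = 0.0020 from edgeR) and miR-215-5p. From D2 to D8, miR-192-5p rose by 1.83 (standard error 0.34, adjusted p = 0.037 from edgeR) and the other 13 did not pass. From D8 to D14, 1 of the 14 rose, or 2 when adjusted over the list alone. The study chose the 14 on these libraries, so that the counts are not independent evidence, and the list as a whole had adjusted p of 0.86 to 0.91 from limma's camera. The call of miR-143-3p was lost without either D2 library (adjusted p = 0.17 and 0.13), and that of miR-192-5p from D2 to D8 without either D2 library (0.59 and 0.40), D8 replicate 1 (0.16) or D14 replicate 2 (0.063), with RLE scaling (0.079) and without TMM (0.052).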

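The 6 profiled miRNAs spanned a range from the most abundant miRNA to one with 2 to 40 counts per library in milk clots. miR-148a-3p held 27.4% ± 0.0571 (SD, n = 2) of the total miRNA count at D2, 17.5% ± 0.666 at D8 and 13.7% ± 2.39 at D14. let-7f-5p, a member of the abundant let-7 family, was at 3.31% ± 0.154, 2.64% ± 0.00895 and 2.60% ± 0.252. Its log2 fold change from D2 to D14 was -0.51 (standard error 0.25, adjusted p = 0.17 from edgeR). miR-122-5p, the main miRNA of hepatocytes, was at 0.00123% ± 0.00110, 0.00148% ± 0.000529 and 0.00263% ± 0.00159. These shares rest on 8 and 38 counts in the D8 libraries and 40 and 6 in the D14 libraries. In D14 replicate 1 the share of miR-122-5p was 0.00375% (95% Wilson interval 0.00276% to 0.00511%), and in D14 replicate 2 it was 0.00150% (0.000688% to 0.00328%). Its log2 fold change from D2 to D14 was 1.04 and did not pass the test. Of the 6 miRNAs, 1 rose from D2 to D8, 1 rose and 1 fell from D2 to D14, and none changed from D8 to D14. Adjusted over the list alone the numbers were the same apart from 2 that fell from D2 to D14. As a list they had adjusted p of 0.68 to 1 from limma's camera.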

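miR-375-3p rose early in lactation, while no member of the miR-200 family passed the test between days. miR-375-3p, which is known from pancreatic islets and other endocrine and epithelial cells, held 0.316% ± 0.0160 (SD, n = 2) of the total miRNA count at D2, 0.929% ± 0.0737 at D8 and 0.939% ± 0.228 at D14. It ranked 39 of 539 miRNAs at D2, 23 of 660 at D8 and 23 of 612 at D14. Its log2 fold change was 1.48 from D2 to D8 (standard error 0.22, adjusted p = 0.022 from edgeR) and 1.39 from D2 to D14 (standard error 0.22, adjusted p = 0.0076 from edgeR), with both later libraries above both D2 libraries each time. The paper reports that pup tissue added miR-375 to gastric milk, more so in younger pups than at D14. The day of lactation was not separated from the age of the pup. The miR-200 family, known for keeping cells in an epithelial state, held 3.85% ± 0.148 in total at D2, 5.56% ± 0.0888 at D8 and 5.57% ± 0.206 at D14. miR-141-3p was its most abundant member, with 1.34% ± 0.218, 2.61% ± 0.298 and 2.40% ± 0.420, followed by miR-200b-3p with 1.07%, 1.28% and 1.35%. From D2 to D8, miR-141-3p had a log2 fold change of 0.91 (standard error 0.33, adjusted p = 0.22 from edgeR), without overlap between the libraries of both days. miR-200a-3p was at 0.591% ± 0.0140, 0.743% ± 0.0309 and 0.906% ± 0.0295, with ranks of 26, 27 and 24. miR-200c-3p was at 0.197% ± 0.00740, 0.170% ± 0.0248 and 0.126% ± 0.00281, with ranks of 45, 51 and 63. Its log2 fold change from D2 to D14 was -0.79 (standard error 0.24, adjusted p = 0.052 from edgeR), and that of miR-200a-3p was 0.46 (standard error 0.23, adjusted p = 0.19 from edgeR).

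On a list of 10 epithelial miRNAs, made up of this family, miR-205-5p, miR-203-3p and the miR-182, miR-183 and miR-96 cluster, 1 rose from D2 to D8 and 2 rose from D2 to D14. Adjusted over the list alone, 1 rose from D2 to D8, and 2 rose and 1 fell from D2 to D14. miR-205-5p, a miRNA of basal and squamous epithelium, rose on both comparisons, by 1.29 (standard error 0.24, adjusted p = 0.037 from edgeR) and 1.52 (standard error 0.24, adjusted p = 0.0076 from edgeR). The list as a whole had adjusted p of 0.45 to 0.86 from limma's camera. The call of miR-375-3p from D2 to D14 was lost without either D2 library (adjusted p = 0.17 and 0.13), and that from D2 to D8 without any of the 4 libraries of those days (0.088 to 0.59) and without TMM (0.052). That of miR-205-5p from D2 to D14 was lost without either D2 library (0.17 and 0.097), and that from D2 to D8 without any of the 4 libraries (0.11 to 0.59), with RLE scaling (0.079) and without TMM (0.11). The other miRNA of the list that rose from D2 to D14, miR-203-3p, was lost without either D2 library (0.22 and 0.30), either D8 library (0.069 and 0.067) or D14 replicate 2 (0.087), with RLE scaling (0.057), with a filter of 10 CPM (0.055) and with only the 4 libraries of both days (0.050). miR-200c-3p passed from D2 to D14 with DESeq2 (adjusted p = 0.043), with a filter of 10 CPM (0.047) and without D14 replicate 2 (0.024).

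**Figure D1:**
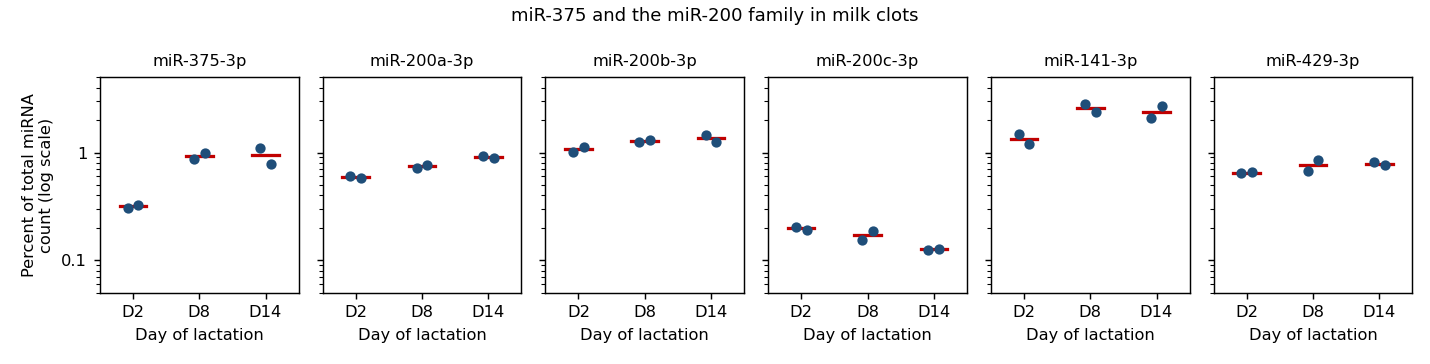
Percent of total miRNA count (log scale) of miR-375-3p and the 5 members of the miR-200 family in milk clots at D2, D8 and D14. Points are single libraries, 2 per day, and red lines are the means of a day. miR-375-3p lies near 0.316% at D2 and near 0.939% at D14.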

miR-375, designated as the main focus of this study because of its identity as a single-locus miRNA, and miR-200, selected as a secondary example of a milk miRNA, revealed intermediate expression in milk derived from the stomachs of WT mice (Fig. 1*E*). To further examine expression patterns throughout lactation, miR-375 and two representative members of the miR-200 family, miR-200a and miR-200c, were absolutely quantified in milk from pups ranging in age from day 1–14 of lactation. miR-375 was expressed at an average of 4 × 10^4^ copies/ng of RNA (Fig. 1*F*), whereas miR-200a and miR-200c were expressed about 10-fold higher (Fig. 1, *G* and *H*). Furthermore, although there was some variation in miRNA expression within and between lactation days, the copy number always remained within the same order of magnitude. We therefore selected D14 as the main focus for this study, with D3 included for some experiments to account for any potential age-dependent and developmental differences that may affect milk miRNA uptake.

For the miR-375 portion of this study, offspring of the WT and 375KO genotypes were generated by setting up appropriate matings, and litters were exchanged immediately after birth to generate the following four study groups: WT pups receiving WT milk (WT pup, WT milk), WT pups receiving KO milk (WT pup, KO milk), KO pups receiving WT milk (KO pup, WT milk), and KO pups receiving KO milk (KO pup, KO milk) (Fig. 2*A*). miR-375 levels measured in milk from the stomachs of these offspring revealed a basal contribution of miR-375 from offspring tissues, as evidenced by the presence of miR-375 in the “gastric” milk from WT pups that were nurtured by 375KO mothers (Fig. 2, *B* and *C*). The source of miR-375 in WT pups drinking milk from KO foster mothers likely comes from epithelial cells of the stomach because miR-375 is highly expressed in this tissue (data not shown). Interestingly, this contamination was of greater importance in D3 than in D14 samples, perhaps because of smaller milk clot size and, therefore, a greater surface-to-volume ratio, although some variation in D14 was apparent, as demonstrated by the relatively high miR-375 expression detected in other WT pup, 375KO milk samples by Northern blot analysis (Fig. 2, *E* and *F*). Nevertheless, the data show that, for D14 milk, the majority of miR-375 comes from the milk itself because there was no significant difference between WT pups and 375KO pups receiving WT milk (Fig. 2*B*). Similar results were obtained from an analogous experiment utilizing 200cKO mice (Fig. 2*D*). These comparisons reveal that miR-375 and miR-200c are genuinely highly expressed in milk clots and are not solely the result of contaminating cells or secretions.

**FIGURE 2.**
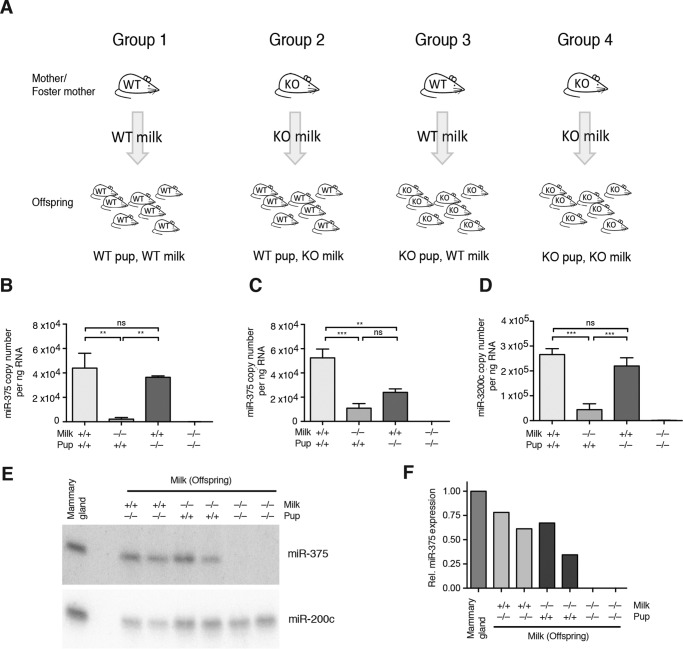
**Offspring exchange breeding scheme and analysis.** *A*, breeding scheme used to generate WT pups receiving WT milk, WT pups receiving KO milk, KO pups receiving WT milk, and KO pups receiving KO milk. Pups were given to foster mothers within 1 day of birth. The breeding scheme was carried out using both 375KO and 200cKO mouse models. *B* and *C*, miR-375 copy number per nanogram of RNA in D14 gastric milk (*B*) and D3 gastric milk (*C*) from pups of the miR-375 pup exchange (*n* = 4). *D*, miR-200c copy number per nanogram of RNA in D14 gastric milk from pups of the miR-200c pup exchange (*n* = 4). *E*, Northern blot analysis of miR-375 expression in D14 milk (14 μg of RNA pooled from three to four pups), with mammary tissue (14 μg of RNA) used as the positive control. miR-200c expression was measured as RNA loading control. *F*, density quantification of miR-375 Northern blot analysis normalized to the mammary gland. *Rel*, relative. *B–D*, results are represented as mean ± S.E. *, *p* ≤ 0.05; **, *p* < 0.01; ***, *p* < 0.001; *ns*, *p* > 0.05.

##### No Evidence of miRNA Uptake from Milk into Pup Tissues and Blood

To determine whether miRNAs are taken up from maternal milk into offspring tissues, miR-375 expression was evaluated at several potential levels of uptake in D14 offspring from the study groups described previously. The absorptive cells of the intestinal epithelium were deemed the first potential site of uptake. miR-375 expression in isolated enterocytes from an upper portion (jejunum) and lower portion (ileum) of the small intestine as well as the colon revealed no evidence of uptake because there was no measurable increase in miR-375 levels in enterocytes of 375KO pups receiving WT milk compared with 375KO milk (Fig. 3, *A–C*). Furthermore, miR-375 uptake was also undetectable in gastric epithelium (data not shown). The plasma fraction of blood was analyzed as the next possible compartment of miRNA uptake, again revealing no difference in miR-375 expression between 375KO pups receiving WT or 375KO milk (Fig. 3*D*). Further analysis of downstream tissues, including liver and spleen, also provided no evidence of uptake (Fig. 3, *E* and *F*). This lack of miRNA absorption via the intestine was corroborated further in enterocytes, plasma, and livers of D3 pups (Fig. 3, *G–K*), implying that younger offspring age does not affect uptake efficiency. Importantly, the miR-375 copy number across all tissues and plasma samples in 375KO pups, regardless of milk, was always at or below the detection limit of qPCR. Assuming the average cell to contain ∼10 pg of RNA (11), this represents less than 1 copy/cell, suggesting any potential uptake to be negligible at most (Fig. 3*L*). Finally, increasing RNA input into the RT-qPCR reaction from 50 to 300 ng did not significantly decrease Ct values in 375KO pups, suggesting that the measured miRNA levels are genuinely extremely low (data not shown).

**FIGURE 3.**
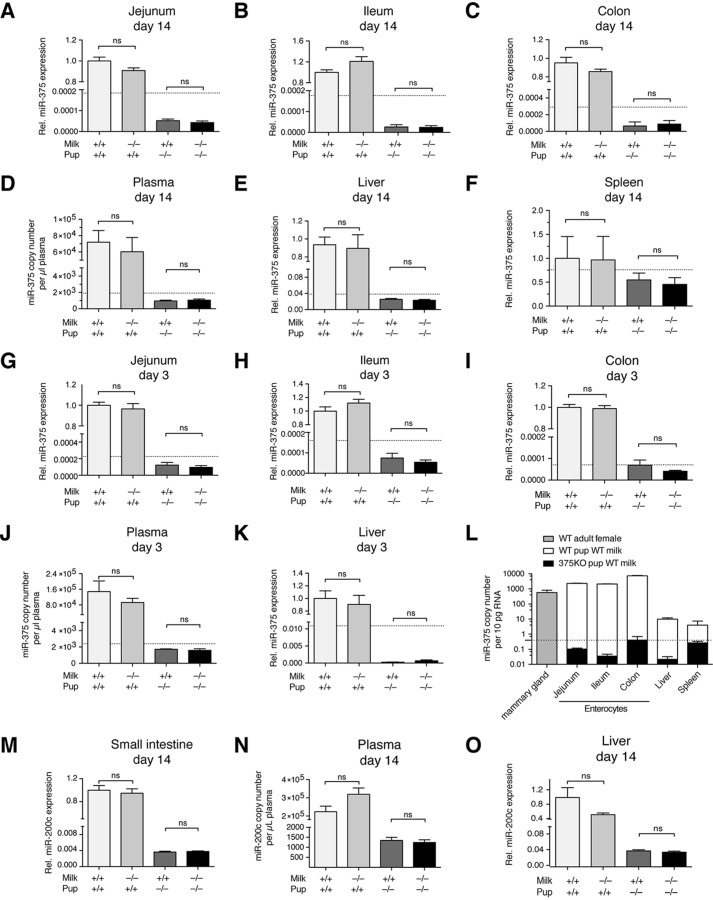
**miR-375 and miR-200c are not taken up into offspring tissues or blood.** *A–K*, relative (*Rel*) miR-375 expression or copy number per microliter of plasma in D14 upper enterocytes (jejunum) (WT pups, *n* = 8; KO pups, *n* = 6) (*A*), D14 lower enterocytes (ileum, *n* = 8) (*B*), D14 colon enterocytes (*n* = 8) (*C*), D14 plasma (WT pups, *n* = 10; KO pups, *n* = 7) (*D*), D14 liver (*n* = 14) (*E*), D14 spleen (*n* = 9) (*F*), D3 jejunum (WT pups, *n* = 8; KO pups, *n* = 6) (*G*), D3 ileum (WT pups, *n* = 8; KO pups, *n* = 6) (*H*), D3 colon enterocytes (WT pups, *n* = 8; KO pups, *n* = 6) (*I*), D3 plasma (*n* = 6–8) (*J*), and D3 liver (WT pups, *n* = 14; KO pups, *n* = 8) (*K*). *L*, tissue panel comparing endogenous miR-375 level/10 pg of RNA (roughly one cell), represented by WT pups receiving WT milk, and exogenous miR-375 level, represented by 375KO pups receiving WT milk (*n* = 6–10). *M–O*, relative miR-200c expression or copy number per microliter of plasma in D14 small intestine enterocytes (*n* = 20) (*M*), D14 plasma (*n* = 8) (*N*), and D14 liver (*n* = 10) (*O*). Relative expression was calculated using the ddCt method with sno202 as an internal normalizer and setting WT pup WT milk as 1. Copy number per microliter of plasma was normalized to spiked-in cel-miR-39. The *dotted lines* represent the detection limit of the qPCR. Values represent mean ± S.E. *, *p* ≤ 0.05; **, *p* < 0.01; ***, *p* < 0.001; *ns*, *p* > 0.05.

To further establish whether other miRNAs may be taken up from milk, D14 enterocytes, plasma, and liver samples were analyzed for miR-200c expression in the analogous 200cKO experiments (Fig. 3, *M–O*). Again, there was no evidence of uptake of miR-200c from milk despite its 10-fold higher levels in milk compared with miR-375 (Fig. 1*H*). Determination of a qPCR detection limit was not instructive in this case because of cross-detection of other miR-200 family members, although the lack of change between 200cKO pups receiving WT milk *versus* 200cKO milk suggests a negligible uptake.

##### Insufficient miR-375 Copy Numbers in the Liver to Induce Target Gene Engagement

To quantitatively assess the copy number of miR-375 necessary for target gene repression, we used primary hepatocytes that were infected at increasing multiplicities of infection of Ad-miR-375 as a model system. A standard curve was generated via qPCR, comparing synthetic miR-375 copies spiked into hepatocyte lysates with miR-375 copies detected, revealing a baseline level of ∼20 copies of miR-375/cell. miR-33 and miR-16 were used as controls for linearity (Fig. 4*A*). Four predicted miR-375 target genes, *Khsrp*, *Pop4*, *Chsy1*, and *Slc16a2*, revealed dose-dependent repression with increasing miR-375 copy number in infected hepatocytes (Fig. 4*B*). Importantly, this repression only began to be substantial at ∼10^4^ copies of miR-375/cell. Assuming that one hepatocyte contains roughly 73.5 pg of RNA (33), an estimation of copy number per liver cell yielded less than 3 copies/cell in D14 375KO pups receiving WT milk (Fig. 4*C*). This clearly indicates that, even if minimal miRNA uptake from milk were to occur, perhaps undetectable via qPCR, then it would not be sufficient to enable miR-375 to carry out its canonical role of repressing gene expression. Finally, to confirm this hypothesis, we measured the four validated target genes in D14 offspring liver samples. As expected due to unaltered miR-375 copy numbers, expression levels remained unchanged for all targets, suggesting insufficient uptake of miR-375 to have any functional output in the liver (Fig. 4, *D–G*).

**FIGURE 4.**
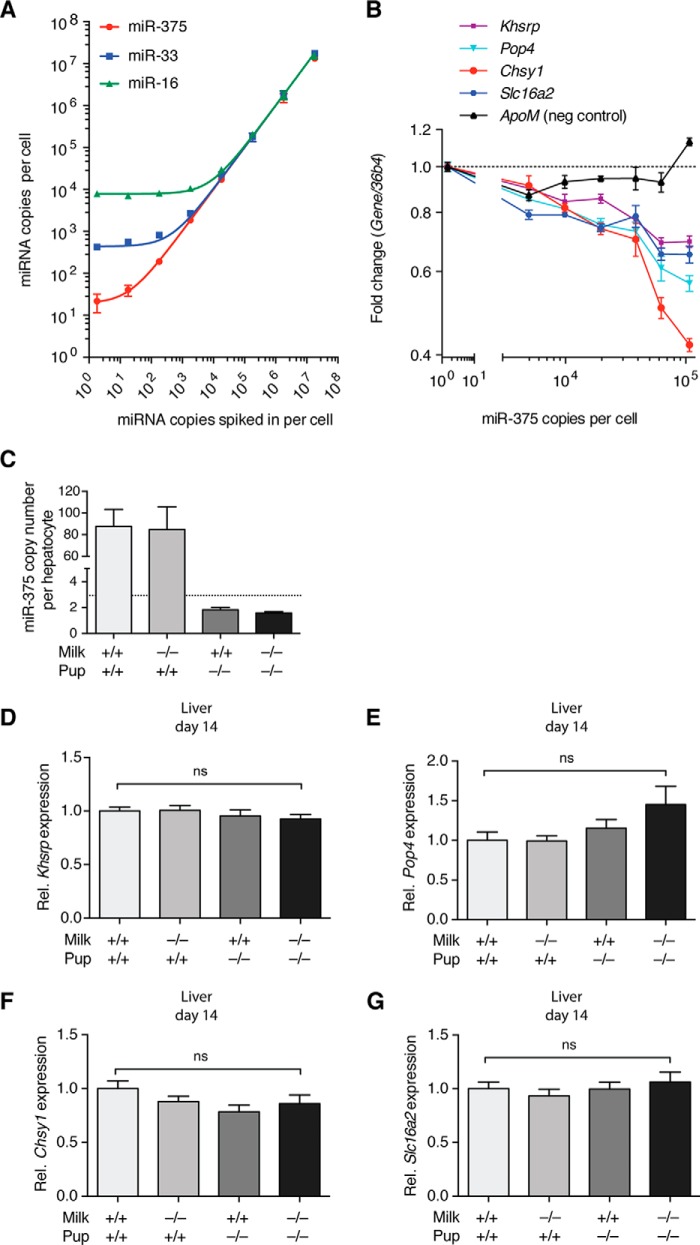
**Evaluation of miR-375 target gene regulation using hepatocytes as a model.** *A*, standard curve built by spiking non-infected hepatocytes with serially diluted synthetic miR-375 (*n* = 3). The copy number detected was on the basis of a standard curve prepared in water. miR-33 and miR-16 were used as controls for linearity. *B*, miR-375 target gene fold-change relative to miR-375 copy number in Ad-miR-375-infected hepatocytes. miR-375 copies per cell represent detected copies in virus-infected hepatocytes of a multiplicity of infection of 0–50 (*n* = 4) on the basis of the standard curve in *A*, with relative target gene expression normalized to a multiplicity of infection of 0. *ApoM* was used as a negative (*neg*) control. *C*, the estimated copy number of miR-375 in D14 offspring liver cells calculated following the assumption that one hepatocyte contains 73.5 pg of RNA (*n* = 14). The *dotted line* represents the detection limit of the qPCR. *D–G*, expression of miR-375 targets *Khsrp* (*D*), *Pop4 (E*), *Chsy1 (F*), and *Slc16a2* (*G*) in D14 offspring livers from the miR-375 pup exchange (*n* = 17–19). Relative target gene expression was calculated using the ddCt method, with *36b4* as an internal normalizer and WT milk WT pup set as 1. Results represent mean ± S.E. *, *p* ≤ 0.05; **, *p* < 0.01; ***, *p* < 0.001; *ns*, *p* > 0.05.

##### Degradation of Milk-derived miRNAs in the Intestine

To determine the fate of milk miRNAs downstream of the stomach, we next chose to analyze the intestinal contents of 375KO pups receiving WT milk. Interestingly, we measured a profound decrease in miR-375 levels in the intestinal contents of these pups relative to the milk clot from the stomach, resulting in only a negligible miR-375 copy number remaining (Fig. 5*A*). This was confirmed further by Northern blot analysis, in which 40 μg of RNA from intestinal contents was loaded to maximize the potential to detect any miR-375 copies (Fig. 5*B*). Such a down-regulation could be explained either via uptake or via degradation. Because there was no evidence of uptake, we proceeded to determine whether milk miRNAs may in fact be subject to degradation. Incubation of milk clots from 375KO pups receiving WT milk with intestinal contents from 375KO pups receiving 375KO milk, assumed to contain intestinal and pancreatic digestive enzymes as well as bile, revealed a time-dependent decrease in miR-375 expression, suggesting that milk miRNAs may, in fact, be degraded by the digestive system (Fig. 5*C*). Importantly, the choice of WT milk from 375KO pups eliminated any potential contribution of miR-375 copies by pup cells. Interestingly, spiked-in cel-miR-39 was degraded more rapidly, suggesting that milk miRNAs do exhibit a certain degree of resistance, perhaps because of their presence in exosomes. Nevertheless, less than 10% of miR-375 copies remained after 2 h of incubation, suggesting that, under physiological digestive conditions, exosomes can be disrupted effectively, thereby subjecting milk-derived miRNAs to enzymatic degradation.

**FIGURE 5.**
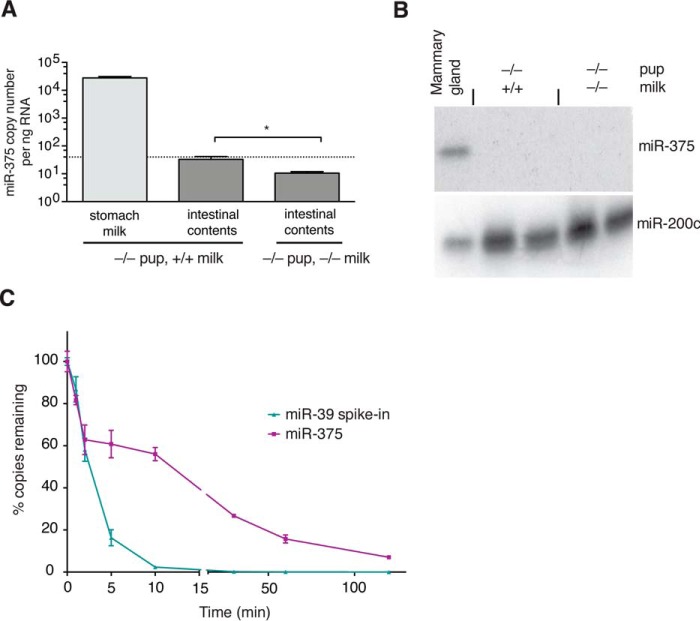
**miR-375 is virtually absent from intestinal contents.** *A*, miR-375 copy number in stomach milk and downstream intestinal contents of D14 375KO offspring (milk, *n* = 8; intestinal contents, *n* = 12). The *dotted line* represents the detection limit of the qPCR. *B*, miR-375 Northern blot analysis of D14 intestinal contents (40 μg) with adult mammary tissue (14 μg) used as a positive control. miR-200c expression was used as an RNA loading control. *C*, WT milk from the stomachs of D14 375KO pups was incubated with the intestinal contents of 375KO pups at 37 °C on a shaker, with equal-volume aliquots collected at specific time points (*n* = 3). Synthetic cel-miR-39 was spiked in as an exogenous control. qPCR absolute quantification was used to determine the percentage of copies remaining relative to the starting material (at time 0). Results represent mean ± S.E.

## Discussion

Unambiguous assessment of exogenous miRNA uptake is frequently complicated by the inability to distinguish between exogenous and endogenous copies of the miRNA in question, whether because of same-species origin or a high degree of interspecies conservation in the miRNA sequence. This issue lessens confidence in the claims made by Baier *et al.* (9) that an increase in miR-200c and miR-29b following human consumption of bovine milk is solely due to uptake from the milk because there is exact sequence homology between the bovine and human forms of both miRNAs. Furthermore, the use of an overexpression murine model to study milk miRNA uptake (23) in which WT pups received either WT or miR-30b-overexpressing milk does not account for possible variations in endogenous miR-30b levels and its potential to confound the interpretation of changes in miR-30b expression in the pups. To circumvent this issue and determine unambiguously whether miRNAs derived from maternal milk are taken up by offspring tissues, we designed a clear study using murine KO models to generate KO offspring receiving WT milk, therefore bypassing the need to distinguish endogenous copies. 

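miR-375-3p has no close relative in sequence among the other miRNAs listed in the milk clot libraries. Its first 20 nt, TTTGTTCGTTCGGCTCGCGT, differ from those of the closest other listed miRNA, miR-1843a-3p, by 8 substitutions. They lie in a single annotated hairpin, Mir375, on chromosome 1 of GRCm38 from 74900658 to 74900721 on the minus strand, outside any annotated host gene. Of the 766 listed miRNAs, 164 differ from another one by 3 substitutions or fewer at the same positions, and 73 have a sequence that lies in more than 1 annotated hairpin. Most listed miRNAs thus also lack such a close relative and lie in a single hairpin. Counts of miR-375-3p in milk clots of WT pups ranged from 1145 to 20111 per library. In D2 replicate 1 its share was 0.305% of the total miRNA count (95% Wilson interval 0.289% to 0.322%). In D14 replicate 1 it was 1.10% (1.08% to 1.12%), and in D14 replicate 2 it was 0.778% (0.751% to 0.805%).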

In this study, we chose to concentrate on miR-375 because of its robust expression in murine milk as well as its unique sequence, enabling its unequivocal identification. As an additional example of murine milk miRNA, we selected miR-200c, expressed roughly 10-fold higher than miR-375 in murine milk. miR-200c is a member of a miRNA family composed of five members that are divided into two genomic clusters, miR-141/200c and miR-200a/b/429. Because of infertility of the global miR-200KO mouse (35), we focused on the miR-141/200c KO model. Although high sequence similarity between miR-200 family members (28) led to less reliable quantification of miR-200c, analysis of this second miRNA nevertheless provided additional insights into the behavior of milk miRNAs in general.

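The mature sequences of the miR-200 family form close pairs across its clusters. With positions counted from 1 at the 5′ end and the first-named miRNA's base first, miR-200b-3p and miR-200c-3p differ over their first 20 nt by 1 substitution, T11G. miR-200a-3p and miR-141-3p also differ by 1 substitution, C17A. miR-200a-3p and miR-200b-3p differ by 3 substitutions (C4T, T9C and C17T), and miR-429-3p differs from its closest relative, miR-200b-3p, by 3. Mir200c lies on chromosome 6 of GRCm38 from 124718322 to 124718390 and Mir141 from 124717914 to 124717985, both on the minus strand in an intron of the antisense transcript Gm15884. Mir200a lies on chromosome 4 from 156054896 to 156054985, Mir200b from 156055681 to 156055750 and Mir429 from 156053905 to 156053987, all on the minus strand in Ttll10. The near-identical pairs had different counts in milk clots of WT pups. miR-200b-3p had 4480 and 3922 counts in the D2 libraries, where miR-200c-3p had 898 and 672. miR-141-3p had 6633 and 4154 counts there, and miR-200a-3p 2663 and 2032. Whether the comparison with miRBase allowed mismatches is not stated in the paper's text or the sample records, so that reads of 1 member counted as another cannot be ruled out.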

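miRNAs of intestinal epithelium were higher at D14 than at D2. Of the 5 tested members of a list of miR-192, miR-194 and miR-215 strands, all 5 rose from D2 to D14 and 4 from D8 to D14 (5 and 5 when adjusted over the list alone). These strands come from neighbouring hairpins, Mir215 beside Mir194-1 and Mir192 beside Mir194-2, so that their rises are not independent of each other. Fig. 1D shows miR-192-5p and miR-215-5p from the same libraries, and it had been read when the list was written. miR-194-5p, which is processed from hairpins beside both Mir192 and Mir215, had a log2 fold change of 3.32 from D2 to D14 (standard error 0.29, adjusted p = 5.4e-04 from edgeR). Its share of the total miRNA count went from 0.0533% ± 0.00342 (SD, n = 2) to 0.597% ± 0.0349. From D8 to D14, miR-215-5p rose by 4.16 (standard error 0.60, adjusted p = 0.0060 from edgeR), after -0.10 from D2 to D8. miR-192-5p, the most abundant of the 5 at D8, was called from D2 to D8 but not from D8 to D14, with 1.27 (standard error 0.33, adjusted p = 0.10 from edgeR), although DESeq2, the fit without a filter and the replicate block called it there too. As a list they had adjusted p = 9.9e-05 from D2 to D14 and 1.5e-07 from D8 to D14 from limma's camera with a preset correlation (adjusted p = 0.61 for each with an estimated correlation). With an estimated correlation, which rests on few libraries, no list came below an adjusted p of 0.61 on any comparison. From D2 to D8, 1 of the 5 rose (2 when adjusted over the list alone), the median log2 fold change was -0.05 and the mean 0.26, and the list did not pass (adjusted p = 0.36, or 0.021 without D2 replicate 1).

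Some miRNAs of other cell types rose as well. Of 6 tested leukocyte miRNAs, 3 rose from D2 to D14 (4 when adjusted over the list alone). They were miR-150-5p of lymphocytes, by 3.34 (standard error 0.44, adjusted p = 0.0038 from edgeR), miR-342-3p by 1.69 (standard error 0.42, adjusted p = 0.031 from edgeR) and miR-146a-5p by 2.10 (adjusted p = 0.036 from edgeR), the last named after its value was seen. miR-142-5p, a miRNA of blood cells, had 1.07 (standard error 0.35, adjusted p = 0.065 from edgeR) and passed in 6 of 14 other settings, among them DESeq2 and leaving out either D8 library (lowest adjusted p = 0.0080). From D8 to D14, miR-150-5p alone rose (2 of the 6 when adjusted over the list alone), and from D2 to D8 none did. The leukocyte list had adjusted p = 0.031 from D2 to D14 and 0.0022 from D8 to D14 from camera (adjusted p = 0.66 and 0.61 with an estimated correlation), and 0.68 from D2 to D8. Another list test in limma, fry, gave adjusted p = 0.10 from D2 to D14 and 0.10 from D8 to D14. Of 9 smooth muscle and mesenchyme miRNAs, none passed from D2 to D8 and 3 rose from D2 to D14 (3 and 7 when adjusted over the list alone), among them miR-145a-5p by 2.96 (standard error 0.61, adjusted p = 0.019 from edgeR). This list had adjusted p = 0.0054 and 0.0069 from camera (adjusted p = 0.70 for each with an estimated correlation), and 0.24 from D8 to D14. For the same list, fry gave adjusted p = 0.34 from D2 to D8 and 0.18 from D2 to D14. Both strands of endothelial miR-126a rose from D2 to D14, miR-126a-3p by 2.25 (standard error 0.49, adjusted p = 0.023 from edgeR) and miR-126a-5p by 1.87 (standard error 0.37, adjusted p = 0.019 from edgeR). None of the 4 erythroid miRNAs passed on any comparison in the main fit, and as a list they had adjusted p of 0.14 to 0.95. All 4 had higher values at D14 than at D2. From D2 to D14, miR-451a passed in 4 of 14 other settings, among them DESeq2, and miR-486-5p in 3 of 14. From D8 to D14, miR-486-5p passed without a filter on low counts. Without D14 replicate 1 the erythroid list passed from D2 to D14 (adjusted p = 0.042), and it passed from D8 to D14 without D8 replicate 2, without D14 replicate 1 and with a replicate block.

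The D14 replicates differed in several of these miRNAs. The share of miR-145a-5p was 0.214% in D14 replicate 1 and 0.0498% in D14 replicate 2, and that of miR-126a-3p was 0.0446% and 0.0130%. The calls of miR-145a-5p and miR-126a were lost without either D2 library (adjusted p = 0.12 to 0.17) and without TMM (0.052), that of miR-342-3p without either D2 library, either D8 library or D14 replicate 1 (0.057 to 0.21), without TMM (0.064) and with only the 4 libraries of both days (0.050), and that of miR-146a-5p without either D2 library (0.21 and 0.19), D14 replicate 1 (0.082) or TMM (0.052). The call of the leukocyte list from D2 to D14 was lost without D2 replicate 2 (adjusted p = 0.14) and without D14 replicate 2 (0.068), and that of the mesenchyme list without D14 replicate 1 (0.052). The call of miR-215-5p from D8 to D14 was lost without either D8 library (0.072 and 0.076), that of miR-150-5p without either D8 library (0.18 and 0.076) or TMM (0.081), and that of miR-194-5p without D8 replicate 2 (0.076). miR-194-1-3p, the least abundant of the 5 intestinal strands tested, was lost from D2 to D14 without either D2 library (0.18 and 0.15) and without D8 replicate 2 (0.050), and from D8 to D14 without either D8 library (0.065 and 0.076). The rises of miR-192-5p, miR-194-5p, miR-215-5p, miR-215-3p, miR-150-5p and miR-184-3p from D2 to D14 passed in all 14 alternative settings set beforehand.

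**Figure D2:**
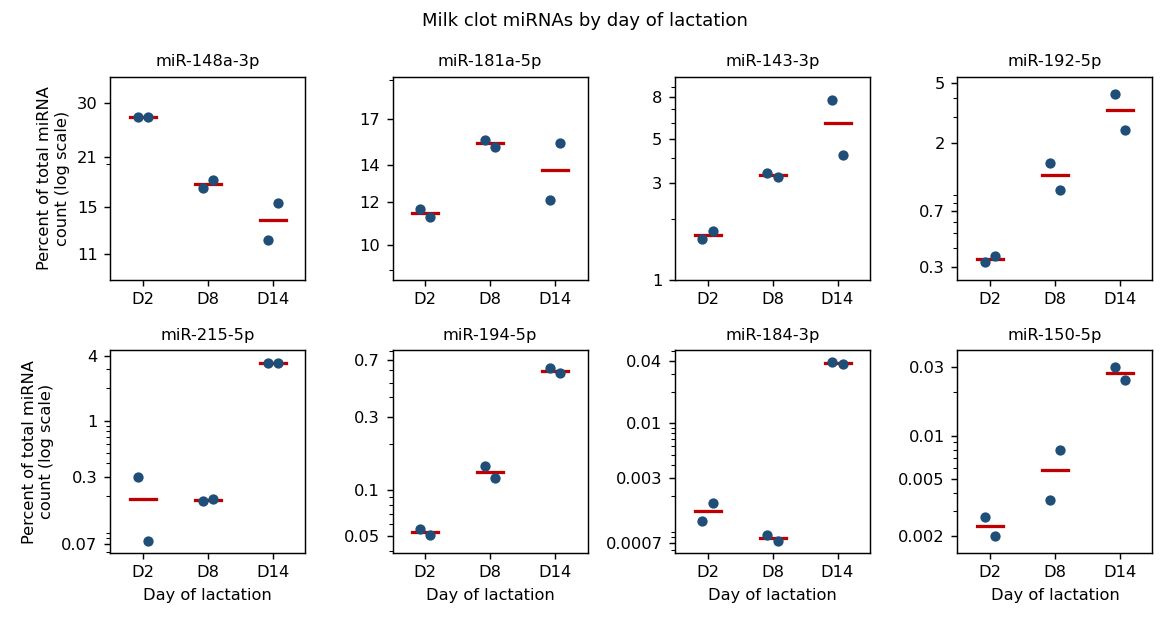
Percent of total miRNA count (log scale, a separate range for each miRNA) of 8 miRNAs at D2, D8 and D14. Points are single libraries, 2 per day, and red lines are the means of a day. miR-194-5p goes from 0.0533% at D2 to 0.597% at D14.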

Sequencing of small RNAs in milk clots of murine origin revealed the presence of several hundred miRNA species per milk clot whose relative expression did not vary considerably throughout lactation. An overlap of multiple miRNAs between the top 10 highest expressed miRNAs in murine, porcine (17), and human milk (21, 22) suggests evolutionarily conserved expression. 

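None of 7 immune-related miRNAs, taken as the main strands, passed the test between days of lactation in milk clots. They are miR-146b-5p, miR-27b-3p and the miR-200 family, and 0 of 7 passed on each comparison, over all miRNAs and when adjusted over the list alone. miR-146b-5p, a regulator of inflammatory signaling, held 3.66% ± 0.951 (SD, n = 2) of the total miRNA count at D2, 3.23% ± 2.06 at D8 and 2.00% ± 0.561 at D14. Its log2 fold change from D2 to D14 was -0.99 (standard error 0.55, adjusted p = 0.23 from edgeR). miR-27b-3p, abundant in muscle and fat, had a log2 fold change of -0.41 over the same days (standard error 0.31, adjusted p = 0.38 from edgeR). As a list the 7 had adjusted p = 0.70 from D2 to D8, 0.86 from D2 to D14 and 0.29 from D8 to D14 from limma's camera. Their median log2 fold change from D2 to D14 was 0.11 and their mean -0.10. In other settings, miR-146b-5p passed from D2 to D14 without a filter on low counts (adjusted p = 0.011), miR-200c-3p from D2 to D14 with DESeq2 (0.043), a filter of 10 CPM (0.047) and without D14 replicate 2 (0.024), miR-141-3p from D2 to D8 without a filter (0.028), and the list from D8 to D14 without D8 replicate 2 (0.037). The other strand of miR-146b, miR-146b-3p, is not on the list and was named after its value was seen. It fell from D2 to D14, with a log2 fold change of -1.799 (standard error 0.40, adjusted p = 0.024 from edgeR), on 33 and 29 counts at D2 and 26 and 11 at D14. This call was lost without either D2 library (0.17 and 0.15), either D8 library (0.054), D14 replicate 1 (0.062) or TMM (0.056).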

Several studies analyzing miRNAs in milk emphasize enrichments in “immune-related” miRNAs such as miR-146b, miR-27b, and the miR-200 family (14, 17, 18, 22), which were also among the more highly expressed miRNAs in murine milk. Although a common conclusion is that milk miRNAs are therefore involved in immune function of the offspring, it should be considered that these could, in fact, be of cellular origin because milk contains mammary gland-derived leukocytes and epithelial cells (36). Finally, our focus on whole murine milk clots enabled the analysis of miRNAs derived from all milk fractions (*i.e.* whey and lipids) and represented exactly what was consumed by the mouse pup. It should be noted, however, that a certain degree of pup-derived cellular contamination was likely.

Systematic analysis of miR-375 and miR-200c expression in pup tissues of KO pups receiving WT milk provided no evidence of miRNA uptake from milk. Intestinal epithelium was identified as the first compartment of dietary miRNA absorption, but no increase in miRNA expression in pups fed WT rather than KO milk was detected. Several mechanisms of miRNA transfer across the intestine have been proposed, including a miRNA-specific transporter, vesicle-mediated transcytosis, or intercellular permeability (37, 38). Both rapid transcytosis and intercellular permeability could explain a lack of detection within enterocytes, suggesting, rather, that miRNAs might be identifiable in the blood. miR-375 and miR-200c analysis of pup plasma, however, revealed no further indication of miRNA uptake. Finally, analysis of several downstream organs exhibiting a profound ability for endocytosis and phagocytosis, such as the liver and spleen, respectively, confirmed a lack of miRNA uptake from milk.

In our study, we chose to focus on D14 of lactation because of the persisting expression of both miR-375 and miR-200c in milk at this later lactation day. The immature neonatal intestine has been shown to behave differently from the mature intestine, demonstrating, for example, increased paracellular permeability (39) and transcytosis of macromolecules (40), whereas maturation is only finalized upon weaning. We also included some offspring from D3 of lactation to account for any developmental changes that might occur gradually. Despite the potential for increased uptake of milk miRNAs, however, we again detected no evidence of such an occurrence.

Our data are in concordance with the results of Laubier *et al.* (23), who found that feeding WT pups with milk overexpressing miR-30b did not increase miR-30b expression in pup blood or tissues. Our study accentuates this lack of uptake even further because the miR-375 copy number difference between WT milk and 375KO milk is more than 1000-fold (a difference of 10 Ct cycles), as opposed to a 31-fold copy number difference between WT milk and miR-30b-overexpressing gastric milk.

The majority of studies on dietary uptake of miRNAs have focused on non-dairy food. Although the initial work by Zhang *et al.* (8) has demonstrated an up-regulation of ∼1000 copies miR-168a per microliter of serum and a 2.5-fold increase in miR-168a expression in the livers of mice following a diet of fresh rice, further studies on plant- and lard-derived miRNAs revealed only a negligible uptake into plasma or tissues, in the range of less than one copy per cell (11). These data are in agreement with our results because we also found less than one copy per cell of miR-375 in tissues of 375KO pups receiving WT milk, following the assumption that the average cell has 10 pg of RNA. Of note, the miRNA copy number in the stomach contents of avocado-fed mice (≈1 × 10^7^ copies of miR-156a and miR-168a) was in a similar range as that of milk-fed pups in our study (estimated at 2.5 × 10^8^ copies of miR-375), assuming the average D14 milk clot to have a mass of 100 mg with 70 ng of RNA/mg. Importantly, quantification of hepatic target gene repression with increasing miR-375 expression implies that such a low copy number would not be sufficient for canonical miRNA function.

Our results are in stark contrast with the conclusion drawn by Baier *et al.* (9) that the up-regulation of 1.5 × 10^5^ copies of miR-200c measured in human plasma following consumption of 250 ml of bovine milk is derived directly from the milk. The authors measured 680 pmol/liter (4 × 10^8^ copies/μl) miR-200c in bovine milk. 250 ml of milk therefore amounts to 1 × 10^14^ copies of miR-200c or 1 × 10^9^ copies/g of body weight of a 75-kg human adult. Following the conservative assumption that the average D14 pup has a stomach volume of 50 μl (41), we can estimate that murine milk contains ≈4 × 10^7^ copies of miR-200c/μl, implying that, for an equivalent copy number consumed per gram of body weight, an 8-g mouse would need to consume 200 μl of milk. This is likely feasible within a few hours because it is estimated that a pup suckles 20% of its body weight in 1 day (1.6 ml for an 8-g pup) (23). Therefore, despite a similar intake of milk-derived miR-200c, we do not detect uptake as reported by Baier *et al.* (9), suggesting that the increase in miR-200c expression they measure may be endogenous (42).

Our final observation that only few copies of miR-375 remain in the contents of the small intestine is important in understanding the fate of milk miRNAs. Although the average miR-375 Ct value in the intestinal contents of 375KO pups receiving WT milk was slightly above the detection limit, several individual pups presented values below, which was not the case for 375KO pups receiving 375KO milk. This suggests that a low number of miR-375 copies may survive the digestive tract but not in a consistent manner. We further corroborated this observation via Northern blot analysis, using 40 μg of intestinal content RNA to maximize potential of detection. Again, only a negligible signal was detected. Incubation of WT milk clots with 375KO intestinal contents, designed to mimic the murine digestive system, revealed that milk miRNAs can, in fact, be degraded under physiological conditions, providing an explanation for this severe decline in copy number in the small intestine. Interestingly, spiked-in cel-miR-39 was degraded at a faster rate, implying that the envelopment in exosomes as described previously (15, 17, 19) may, in fact, protect milk miRNAs from RNases to a certain extent. Several other studies were performed in which milk was subjected to various degradative conditions, including incubation at high temperature or under acidic conditions. Although some studies did report some degradation (17, 22), this was never to the extent that we detected in as short of a time frame. In fact, many studies detected no degradation at all (14, 15). It is likely that this difference is due to our use of physiological digestive conditions, which better mimic genuine intestinal conditions through inclusion of enzymatic activity as well as bile acids rather than a single variable such as high temperature.

In summary, systematic analysis of miRNA-KO pups fed WT milk has revealed an absence of detectable miRNA uptake from milk despite the presence of high copy numbers in milk. Although it remains possible that a small level of uptake does occur and that our methods are simply not sensitive enough to detect it, it is unlikely that such a low copy number would be sufficient for canonical miRNA function. It is therefore most plausible that milk miRNAs serve primarily as a nutritional source of nucleic acids for the rapidly growing offspring.

## Author Contributions

A. C. T. and M. S. designed the study, interpreted results, and wrote the manuscript. A. C. T. performed the majority of experiments. R. D. performed hepatocyte isolation and virus infection and provided assistance with the generation of Fig. 4. All authors reviewed the results and approved the final version of the manuscript.

## Footnotes

2 The abbreviations used are:

miRNA: microRNA
D: day
qPCR: quantitative PCR
Ct: cycle threshold
Ad: adenovirus.

How the deposited data were processed for this re-analysis (not part of the article)

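Small RNAs of 18 to 30 nt from milk clots of WT mouse pups were sequenced by the authors at D2, D8 and D14. Each day has 2 replicates. Reads came from an Illumina sequencer as single reads, and the submitters' processing notes name CASAVA 1.8.2. The first 20 nt of each raw read were compared by the authors with the mature mouse miRNAs of miRBase release 20. The paper's text and the sample records do not state how many mismatches were allowed. Each deposited list holds, for 1 library, the mature miRNA, its first 20 nt and a raw read count. All counts are whole numbers of at least 1, so that a miRNA without a read is absent from the list and was taken as 0. Whether the replicates of a day share a litter or a mother is not stated, and they were taken as independent. No library was pooled, and samples were grouped by the day of lactation in their records.

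The total miRNA count ranged from 349686 to 2050731 per library. A single count is 0.000286% of the smallest library, and a count of 0 allows a share of up to 0.000858% there, taken as 3 counts. Confidence intervals of single shares are 95% Wilson intervals. These limits and intervals cover counting error only. Abundance was calculated as percent of total miRNA count for each library and averaged over the 2 replicates of a day, as the paper's methods state. A miRNA was counted as detected from 1 count upward, since the paper names no minimum. Spearman correlations between days were calculated on the mean percents, with miRNAs of a single day set to 0% on the other. Library depth was evened out as an alternative by random thinning to 349686 counts.

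Tests between days used edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM and the quasi-likelihood test, in 1 fit of all 6 libraries. The fit tested 282 of 766 miRNAs, which hold 99.9% of all counts, with a common dispersion of 0.0722. Calls are at a Benjamini-Hochberg adjusted p under 0.05, and standard errors of log2 fold changes were derived from the fold change and its F statistic. The replicate numbers were not used as pairs, because the paper does not say that a number is shared between days. The deviations of same-numbered libraries from their day means correlated at -0.19, 0.19 and -0.27 between the days. Swapping the numbers within a day would turn the sign of such a correlation. Groups of 2 libraries were too small for a test of outliers or for a count over other groupings of the libraries.

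Lists of miRNAs were written before the data were examined: immune-related, leukocyte, intestinal epithelium, endocrine and pancreas, epithelial, liver, striated muscle, smooth muscle and mesenchyme, endothelium, erythroid, neuronal, the let-7 and miR-30 families, the miR-17-92 clusters, the Dlk1-Dio3 cluster, the Sfmbt2 cluster, and the paper's 7 dominant miRNAs and those of Fig. 1D and Fig. 1E. Of these 19 lists, 15 had at least 3 tested members and were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 and p values adjusted over 45 pairs of list and comparison. The tests were repeated with an estimated correlation and with fry. The estimated correlation rests on 3 residual degrees of freedom, and no list had an adjusted p below 0.61 from camera with it. A list that did not pass in that setting is therefore weak evidence against its call.

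The miRNAs named one by one were set by a rule written before the data were examined. It takes each mouse miRNA that the paper names, the 3 most abundant members of each list, and, for each comparison, up to 6 miRNAs with the largest rise and 6 with the largest fall. The latter needed an adjusted p under 0.05, a mean of at least 50 CPM and no overlap between the libraries of both days. The paper's text and figures had been read by then. miR-34a-5p, miR-146a-5p, miR-146b-3p, miR-194-1-3p, miR-194-2-3p and miR-203-3p fall outside this rule and were chosen after their values were seen.

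The alternatives set beforehand were RLE scaling, scaling to the total count alone, DESeq2 1.42.0, no filter, a filter of 10 CPM (counts scaled to a common library total) in 2 libraries, only the 4 libraries of both days compared, a replicate block, miR-148a-3p left out, and leaving out each library in turn. With a day left with 1 library, its spread was taken to equal that of the other days. Such a fit is weaker, so that a call lost in it does not by itself show dependence on the library left out. For correlations, the alternatives were leaving out miRNAs of a single day, a mean of at least 10 counts, and pooling the libraries of a day. A crossed replicate block and another way of averaging for the correlations were added after the data had been seen.

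The steps were tested on simulated counts of 766 miRNAs, of which 271 passed the filter. Every miRNA was drawn with the same dispersion of 0.0722, so that the rates below do not cover miRNAs with a larger spread. For D14 against D2, 28% of the tested miRNAs simulated with a 2-fold change were recovered, 90.9% of those with a 4-fold change and 92.9% of those with an 8-fold change, and 3 of 176 unchanged miRNAs were called. For D8 against D2, where nothing was changed, 0 of 271 were called.

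Positions come from matching the deposited sequences of 20 nt to the miRNA hairpins of GENCODE M21 on GRCm38. The paper's text names no genome build. Of the 766 sequences, 764 were found in an annotated hairpin, and no sequence was shared by 2 listed miRNAs. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used for the other steps. The qPCR, Northern blot and knockout experiments of the paper have no deposited counts and were left out.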

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

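The tests of explanations below were chosen after the results had been seen. The changes listed here were called by edgeR and are of miRNAs that the paper does not name, given beside related ones that it does.

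miR-192, miR-194 and miR-215 were higher at D14 than at D2, with miR-215-3p at a log2 fold change of 3.95 from D2 to D14 and 4.00 from D8 to D14, the latter lost without either D8 library (adjusted p = 0.065 and 0.076). A smaller share of miR-148a-3p does not account for the rise: it raises the share of every other miRNA by at most 0.28 on the log2 scale between a D2 and a D14 library, whereas the percents of the 5 tested strands rose by at least 2.76 in each pair of such libraries. Reads of miR-192-5p counted as miR-215-5p would keep both in a similar ratio in every library. Their ratio differed 11.8-fold between the highest library, D14 replicate 2 (1.43), and the lowest, D8 replicate 1 (0.121). Between D2 and D14 the ratio does not decide this, since it overlapped, with 0.927 and 0.215 at D2 and 0.818 and 1.43 at D14. RNA of the pup's own gut epithelial cells in the milk clot may contribute and cannot be told apart from a change in milk: the 10 epithelial miRNAs had a median log2 fold change of 0.14 from D2 to D14, but the miR-200 family among them, at 3.85% of the count by D2, would hide a small share of such cells. For miR-375, the paper reports a larger part from the pup at D3 than at D14, with some variation at D14, the opposite of what a rise from pup cells needs, but this was not measured for miR-192, miR-194 or miR-215. A change in the milk with the day of lactation stays open as well and was not tested apart from the age of the pup.

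miR-148a-3p was lower at D14 than at D2, and its other strand, miR-148a-5p, had a log2 fold change of -1.75, a call lost without either D2 library (adjusted p = 0.058 and 0.060). Dilution by the 37 miRNAs that rose does not account for all of it, since the log2 ratio of the miR-148a-3p percent without them was -0.65 or lower in each of the 4 pairs of a D14 and a D2 library. The median log2 fold change of the other 6 dominant miRNAs lay 0.80 above that of miR-148a-3p, although miR-146b-5p was at -0.99. A smaller part of milk miRNA in the clot would lower them alike only if other RNA in the clot held little of them. That was not measured, so this explanation stays open. A change in the milk with the day of lactation stays open as well and was not tested. The call of miR-148a-3p itself was lost without either D2 library (adjusted p = 0.21 and 0.23), either D8 library (0.063 and 0.059) or D14 replicate 1 (0.18), with RLE scaling (0.059), with the replicate block (0.062) and with only the 4 libraries of both days (0.071), and passed in 5 of 13 settings.

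The ratio of miR-215-5p to miR-192-5p was higher at D14 (0.818 and 1.43) than at D8 (0.121 and 0.191), with 0.927 and 0.215 at D2. A candidate explanation is a separate timing of their loci, which each carry a copy of miR-194: Mir215 lies beside Mir194-1 on chromosome 1 of GRCm38, and Mir192 beside Mir194-2 on chromosome 19. The ratio of the strand specific to the miR-215 locus, miR-194-1-3p, to that of the miR-192 locus, miR-194-2-3p, was 15.3 times as high at D14 as at D8 from pooled counts of 70 and 16 at D14 and 6 and 21 at D8. Its 95% interval of 4.84 to 52.6 covers counting error only and leaves out the spread between replicates. By single library, this ratio was 0.2 and 0.312 at D8 and 4.08 and 5.25 at D14, so that the lowest at D14 was 13.1 times the highest at D8, on as few as 1 count. At D2 the counts of these strands were 3 and 2 in replicate 1 (ratio 1.5) and 2 and 0 in replicate 2. This is consistent with such a timing, but it was found on the same data, and cells with another balance of the loci are not excluded. The D2 replicates differed in the ratio of miR-215-5p to miR-192-5p without a difference in day.

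miR-184-3p had a log2 fold change of 4.60 from D2 to D14 and 5.57 from D8 to D14. It had 5 and 6 counts at D2, 6 and 15 at D8, and 415 and 150 at D14, so that the sizes of these changes rest on low counts at the earlier days. miR-150-5p had 3.34 from D2 to D14 and 2.15 from D8 to D14, the latter lost without either D8 library (adjusted p = 0.18 and 0.076) or TMM (0.081). miR-802-5p had 4.17 from D2 to D14, with 1171 counts in D14 replicate 1 and 25 in D14 replicate 2, and 1.25 without D14 replicate 1 (adjusted p = 0.14); its call was also lost without either D2 library (0.17 and 0.14), either D8 library (0.057 and 0.054) or TMM (0.064). From D2 to D8, miR-205-5p had 1.29 and miR-340-5p -1.47, and both calls were lost without any 1 of the 4 libraries of those days (0.11 to 0.59) and without TMM (0.11 and 0.052), and that of miR-205-5p with RLE scaling (0.079). From D2 to D14, miR-450b-5p had -1.81, miR-322-5p -1.53, miR-187-3p -1.52, miR-423-3p -1.30 and miR-92b-3p -1.29, each lost without either D2 library (0.062 to 0.24) and without TMM (0.061 to 0.098). The calls of miR-187-3p and miR-92b-3p were also lost without either D8 library or D14 replicate 1 (0.070 to 0.11), with RLE scaling (0.050 and 0.055) and with only the 4 libraries of both days (0.070 and 0.079), and that of miR-450b-5p without either D8 library (0.052 and 0.054).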

How the results depend on the processing

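Detection depends on the minimum count by construction: the mean number of miRNAs was 323.2 with at least 5 counts and 268 with at least 10, and the highest number was 424 and 359, or 462 after thinning. Without miRNAs of a single day the correlations were 0.955 (D2 and D8), 0.922 (D2 and D14) and 0.949 (D8 and D14). With a mean of at least 10 counts they were 0.962, 0.914 and 0.942, and with the averaging added after the data had been seen 0.949, 0.917 and 0.945. Leaving out 1 library gave 0.880 to 0.895, 0.849 to 0.860 and 0.880 to 0.891. The 7 dominant miRNAs held 64.3% at D2 on TMM-normalized counts. With miR-148a-3p left out of both the list and the total, the other 6 held 46.0%, 44.9% and 36.9% on the 3 days. On TMM-normalized counts miR-375-3p was at 0.334% at D2, miR-200a-3p at 0.624% at D2 and 0.859% at D14, and miR-200c-3p at 0.209% and 0.121%. With miR-148a-3p left out of the total, miR-375-3p was at 0.436% at D2 and 1.13% at D8, miR-200a-3p at 0.814%, 0.90% and 1.05%, and miR-200c-3p at 0.272%, 0.207% and 0.147%. The number of miRNAs called from D2 to D8 (5) was 3 with RLE, 0 without TMM (42 at an unadjusted p under 0.05), 12 with DESeq2, 17 without a filter, 13 with only the 4 libraries of both days, 13 with a replicate block and 0 to 15 with 1 library left out. From D2 to D14 (56), 15 were called without TMM, and 6 to 76 with 1 library left out. From D8 to D14 (10), 5 were called without TMM, 23 without a filter and 1 to 19 with 1 library left out. A crossed replicate block, added after the data had been seen, called 5, 66 and 13. Of the 9 list calls, 0 passed with an estimated correlation (adjusted p = 0.61 to 0.70). That setting rests on 3 residual degrees of freedom and could hardly pass any list. The fry test called 5 of 45. Those were the intestinal list from D2 to D14 and from D8 to D14, and the Sfmbt2 cluster on every comparison. The leukocyte, mesenchyme and let-7 calls did not pass with fry. The cause of these shifts was not tested. Fits with 1 library left out are weaker by design, so that a call lost in them does not by itself show dependence on that library. Signs turned for miR-146b-5p from D2 to D8 (0.15 without D2 replicate 2 and 0.41 without D8 replicate 2, in a range of -1.28 to 0.41 with 1 library left out) and from D8 to D14 (0.27 without D8 replicate 1, in a range of -1.44 to 0.27), and for miR-375-3p from D8 to D14 (0.02 without TMM), none of which was called. The signs of all 5, 56 and 10 calls were the same in every planned setting that gave a value, and 0, 6 and 1 of them passed in all 14. For called miRNAs and those the claims are about, 568 of 700 values kept their sign and stayed on the same side of the threshold. Another 123 no longer passed, 5 newly passed and 4 had the other sign. For called lists, 66 of 90 values still passed. Of 157 pairs of a named miRNA and a comparison that were not called, 22 passed in at least 1 planned setting and 53 had the other sign in at least 1. Of 36 such list pairs, 11 passed in at least 1. With 2 libraries per day, changes of 2-fold were mostly missed on simulated counts (28% recovered).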

Differences from the paper's values

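Of 26 values of the paper that were compared, 6 differed. A correlation was taken to differ beyond the larger of the SD of the single-library correlations and a rounding allowance of 0.005, which was set after the values had been seen, and the main values differ without it as well. This SD describes single libraries and not correlations of the means of 2 libraries, so that it is only a rough limit. A percent or a number of miRNAs was taken to differ where it was further from the paper's value than the SD of the libraries obtained here and 1 of the 2 values was more than 1.5 times the other.

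The paper's Spearman correlation between D2 and D8 is about 0.95 in Fig. 1A, and 0.892 was obtained here. None of the alternatives set before the data were examined fell within the error: 0.955 without miRNAs of a single day, 0.962 with a mean of at least 10 counts, 0.894 with the libraries pooled, and 0.880 to 0.895 with 1 library left out. Averaging only over the libraries that list a miRNA, for miRNAs of both days, gave 0.949, within the error; it was chosen after seeing the values and keeps only the 497 miRNAs of both days. The paper's correlation between D2 and D14 is about 0.91 in Fig. 1B, and 0.858 was obtained here. A mean of at least 10 counts gave 0.914, within the error, while 0.922 without miRNAs of a single day, 0.859 with the libraries pooled, 0.849 to 0.860 with 1 library left out, and 0.917 with the averaging chosen after seeing the values did not. Between D8 and D14 the paper's correlation is about 0.94 in Fig. 1C, and 0.885 was obtained here. A mean of at least 10 counts gave 0.942, within the error, while 0.949 without miRNAs of a single day, 0.894 with the libraries pooled, 0.880 to 0.891 with 1 library left out, and 0.945 with the averaging chosen after seeing the values did not.

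At D14, the paper's share of miR-148a-3p is about 8.5% in Fig. 1D, read by eye, and 13.7% ± 2.39 (SD, n = 2) was obtained here. Without D14 replicate 2 it was 12.0%, less than 1.5 times the paper's value, and does not differ; 13.3% on TMM-normalized counts and 15.4% without D14 replicate 1 still do. The D14 point of miR-148a-3p in Fig. 1E, read by eye, matches the value obtained here. The paper's share of miR-146b-5p at D14 is about 4.9% in Fig. 1D, read by eye, and 2.00% ± 0.561 was obtained here, with 1.95% on TMM-normalized counts, 2.32% with miR-148a-3p left out of the total, 2.39% without D14 replicate 1 and 1.60% without D14 replicate 2, all of which differ. The paper's share of miR-143-3p at D14 is about 3.2% in Fig. 1D, read by eye, and 5.95% ± 2.57 was obtained here. On TMM-normalized counts it was 5.44%, which lies within 1 SD of 2.57 of the paper's value, and without D14 replicate 1 it was 4.13%, and these do not differ, while 6.86% with miR-148a-3p left out of the total and 7.77% without D14 replicate 2 do.

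The paper names 7 miRNAs as dominant on each day. In the lists obtained here 7, 7 and 6 of them were among the 10 most abundant at D2, D8 and D14, and by single library 7 and 7 at D2, 6 and 6 at D8, and 6 and 5 at D14. The exception at D14 by the mean was miR-146b-5p at rank 13, and let-7f-5p was among the 10 on every day, whereas Fig. 1D shows miR-146b-5p and not let-7f-5p among the 10 at D14.

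The paper states, from qPCR on other milk samples, that miR-200a and miR-200c are more abundant than miR-375. In the counts obtained here, miR-200c-3p was below miR-375-3p in all 6 libraries, at 0.626, 0.183 and 0.139 times its abundance at D2, D8 and D14, and miR-200a-3p was above it at D2 only by the mean of the day, at 1.87, 0.801 and 0.990 times. The assays and samples differ, the counts were not calibrated against known copy numbers, and the paper calls its own quantification of miR-200c less reliable. The values of these miRNAs in Fig. 1E, which come from sequencing, do not differ from those obtained here by the rule above.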

Other observations

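The Sfmbt2 cluster, a large rodent-specific group of miRNAs in an intron of Sfmbt2, had only 3 of 35 listed members with enough counts, and 2 of them fell from D2 to D14 (3 when adjusted over the list alone). They were miR-467c-5p, with 9 and 10 counts at D2 and 2 and 0 at D14, and miR-669a-5p, with 16 and 8 counts at D2 and 7 and 2 at D14. Both calls were lost without either D2 library (adjusted p = 0.14 and 0.13 for miR-467c-5p, and 0.21 and 0.12 for miR-669a-5p), without D14 replicate 1 (0.062 and 0.10) and without TMM (0.052 and 0.056), and that of miR-669a-5p without either D8 library (0.054). As a list they had adjusted p = 0.031 from D2 to D8 and 0.018 from D2 to D14 from camera (adjusted p = 0.61 for each with an estimated correlation), and 0.056 from D8 to D14, where it passed in 4 of 10 settings. From D2 to D8, 0 of the 3 passed, or 1 when adjusted over the list alone, and the list's call there was lost without D8 replicate 2 (adjusted p = 0.061). Of 22 tested members of the imprinted Dlk1-Dio3 cluster, 1 rose and 1 fell from D2 to D14, also when adjusted over the list alone, and its list had adjusted p of 0.24 to 0.97 (0.016 from D2 to D14 without D14 replicate 1, and past the threshold from D8 to D14 without that library or D8 replicate 1). Of 9 members of the miR-17-92 and paralogous clusters, known for promoting proliferation, miR-92a-3p fell from D2 to D14 by 0.94 on the log2 scale (standard error 0.23, adjusted p = 0.031 from edgeR) and the other 8 did not pass. This call was lost without either D2 library (adjusted p = 0.17 and 0.22), without D14 replicate 1 (0.073) and without TMM (0.078). The list had adjusted p of 0.13 to 0.27. Of the 9 let-7 family members, 7 had lower values at D8 than at D2, 0 passed on any comparison, and the list had adjusted p = 0.048 from D2 to D8 (adjusted p = 0.66 with an estimated correlation and 0.13 with fry), 0.10 from D2 to D14 and 0.83 from D8 to D14. That call was lost without either D2 library (adjusted p = 0.061 and 0.17), without D8 replicate 2 (0.11) and without either D14 library (0.12 and 0.057), and with a replicate block (0.092). None of 5 miR-30 family members passed, and the list had adjusted p of 0.11 to 0.97 (0.033 from D2 to D14 without D14 replicate 2, and past the threshold from D8 to D14 without that library, D8 replicate 2 or TMM).

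Of 6 neuronal miRNAs, 3 were tested and none passed, with adjusted p of 0.86 to 0.97 for the list. Of the endocrine and pancreas list, miR-375-3p was the 1 tested member. miR-122-5p was the 1 tested member of the liver list, and miR-133a-3p and miR-208b-3p of the striated muscle list had log2 fold changes of 1.11 and 1.28 from D2 to D14 (adjusted p = 0.16 and 0.26 from edgeR). miR-133a-3p had 464 counts in D14 replicate 1 and 56 in D14 replicate 2 (0.0436% and 0.0140% of the total), and its change passed without a filter and without D14 replicate 2 (lowest adjusted p = 0.040). The 5 miRNAs called from D2 to D8 by edgeR (51 at an unadjusted p under 0.05) include miR-34a-5p, which p53 induces, chosen here after its values were seen, which fell by 3.04 on the log2 scale (standard error 0.519, adjusted p = 0.033 from edgeR) and rose by 2.52 from D8 to D14 (standard error 0.511, adjusted p = 0.044 from edgeR). The fall was lost without either D2 library (adjusted p = 0.12 and 0.40), either D8 library (0.16 and 0.29) or TMM (0.053), and the rise without D2 replicate 1 (0.053), either D8 library (0.24 and 0.30), D14 replicate 2 (0.054), TMM (0.081) or the libraries of the other day (0.071).

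In counts per library, miR-200a-3p was 1.87 ± 0.14 (SD, n = 2) times as abundant as miR-375-3p at D2, 0.801 ± 0.030 times at D8 and 0.990 ± 0.21 times at D14. miR-200c-3p was 0.626 ± 0.055, 0.183 ± 0.012 and 0.139 ± 0.037 times as abundant. The paper reports copy numbers of these miRNAs from qPCR in other samples, a different assay with no deposited values, in which both are about 10-fold above miR-375. The counts do not show this, but they were not calibrated against known copy numbers. For miR-200c, the paper reports that its qPCR also detected relatives in the family and that quantification was less reliable.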
